A study of Homo sapiens with 2 samples. Its data were reported in "The CIC-ERF co-deletion underlies fusion-independent activation of ETS family member, ETV1, to drive prostate cancer progression" (2022).

How the data were processed

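ChIP-Seq was measured in PNT2 prostate epithelial cells in 1 library made with a CIC antibody and 1 made with IgG. Per the labels, cells were fixed in 1% formaldehyde for 10 min and chromatin was sheared by sonication. Libraries were started from 10 ng of DNA, amplified over 13 cycles and selected at 250 to 450 bp. The methods of the study name an enzymatic chromatin kit instead, and which of these was used for the libraries was not settled. Amplification without molecular identifiers can repeat a molecule, and the handling of duplicate reads was not stated.

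The study's methods give MACS as the peak caller. Its version and settings, the aligner, the genome build and any filter on problem regions were not stated. Peaks were called by the authors on the single CIC library with the IgG library as control, with no pooling. The list gives each region's start, end and summit. The deposited fold enrichment is a linear ratio of the CIC pileup at the summit to the local background of the control. The deposited significance values are the −log10 of a p-value and the −log10 of a q-value at the summit. The score deposited by the authors was the whole part of 10 times the −log10 q-value in 178 of 178 regions. The IgG library entered only as the control inside these values. Positions are printed with the first base counted as 1.

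The main list was the set of distinct regions with a q-value of 0.05 or less. All rows were distinct regions with 1 summit each. A region is named in the text by a rule set before the data were examined, as 1 of the 10 with the highest fold enrichment on the main list. The rule also covered regions near a fixed list of genes, which was not applied.

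Reads were recovered from each pair of fold and p-value. The fold was taken as (scaled CIC reads + 1) / (background + 1), and the p-value as the Poisson chance of more than the whole part of the scaled CIC reads. Several other forms of these formulas were tried first, after the data were seen, and did not give whole reads. Scales from 0.3 to 1 in steps of 0.0001 were searched. A scale of 0.775 gave a whole number of CIC reads in 178 of 178 regions, to within 7.1e-05 of a read, while the best scale away from it gave 78. Backgrounds other than whole numbers and the lowest value were multiples of a fragment length over 10 kb in 101 of 101 regions at 156 bp, among 100 to 400 bp, and in 76 at the next best length. The narrowest region also had a width of 156 bp. Backgrounds that fit a count over 1 kb also fit a 10-fold count over 10 kb and were read as 1 kb. A read here is 1 unit of pileup, which is a fragment where the caller was run on read pairs. With an assumed usable genome of 2700000000 bp, the lowest background of 0.905 gives about 15700000 IgG reads and about 20200000 CIC reads. These totals rest on that assumption and are used in no test. On 5 simulated lists of 178 regions, the recovery gave the right read count for 890 of 890 regions. Those lists were made with the same formulas, so this checks the search and not the choice of formulas.

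The ratio of CIC to background without the added 1 was given an exact 95% interval from the binomial split of CIC and IgG reads, or from the Poisson interval of the CIC reads where the background was the genome-wide rate. Reads at single summits carry exact Poisson intervals. Such intervals cover counting error only, and not the choice of the summit as the highest point. Intervals of medians over regions came from order statistics. Regions of a library are not replicates.

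The number of regions per chromosome was tested with an exact two-sided binomial test and Benjamini-Hochberg adjustment. The design set before the data were examined compared it with the non-gap length of each chromosome. No genome sequence was used here, and the share of annotated genes in the GRCh38.p14 gene table took its place. Gene number is not length, so a chromosome rich in genes, such as 19, is given a high expectation. Clustering was tested against 10000 random placements between the outermost regions of each chromosome, which replaced placement outside assembly gaps. Chromosomes with fewer than 3 regions were kept as they were. Differences of medians and rank correlations used two-sided permutation tests with 100000 resamples. On simulated data, the clustering test called 0 of 40 lists without clusters and 10 of 10 with planted ones. The lists without clusters were placed uniformly, as the test assumes. They do not show how often it calls regions that follow genes or repeats. The chromosome test called a chromosome in 2 of 50 lists drawn by gene share and in 50 of 50 with chromosome 7 raised. The test of medians called 9 of 100 comparisons without a difference and 20 of 20 with one, at a threshold of 0.05.

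The build of the positions was checked against the gene table. Of the 161 nuclear summits on the main list, 16 lay within 1 kb of a gene edge, while 1000 shifts of all summits by 100 kb to 3 Mb gave a median of 11 and a 97.5th percentile of 19 (one-sided permutation p = 0.131). The positions of that table were therefore not used, and no region is placed in a gene, promoter, exon or intron. The planned work on promoters, CIC motifs, GGAA sites, nearest genes, the fixed list of genes and repeats was not run, because a genome sequence and a matching annotation were not used here.

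Alternatives set before the data were examined were a q-value of 0.01, a fold enrichment at or above the median, every summit on its own, chromosomes 1 to 22 and X, joining within 1 kb and a distance of 100 kb. Alternatives added afterwards were all deposited regions, the ratio without the added 1, the test with IgG counting error under both readings of the background, the share of protein-coding genes, joining within 1 Mb for the chromosome test and joining within 1 kb for the clustering test. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.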

Results

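To locate where the transcriptional repressor Capicua (CIC) sat on chromatin in prostate cells, chromatin immunoprecipitation followed by sequencing (ChIP-Seq) was performed in PNT2, an immortalized line of normal human prostate epithelium. There was 1 library pulled down with a CIC antibody and 1 control library pulled down with IgG, an antibody with no set target. With 1 library per group there were no replicates, so the tests below describe these libraries and no spread between experiments could be given. The values examined were the regions the authors called in the CIC library against the IgG library, with a position, a fold enrichment, a p-value and a q-value for each. The genome build of the positions was not stated, and no gene is assigned to any region here.

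The list held 178 distinct regions. Of these, 163 had a q-value of 0.05 or less and formed the list examined below, and 15 had a q-value above 0.05. At a q-value of 0.01 or less, 145 regions were left. Of the settings fixed before the data were examined, the one that moved the count most was a fold enrichment at or above the median of the list, which left 82 regions. The 163 regions had a median width of 292 bp (95% interval of the median from order statistics, 258 to 343 bp), and the widest spanned 2383 bp.

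The depth behind each region was recovered from the authors' fold enrichment and p-value, which together give a whole number of CIC reads at each of the 178 summits. A summit is the position of the highest read pileup in a region. The 163 regions had a median of 19 CIC reads at the summit (95% interval, 18 to 20), with a range of 11 to 95. The IgG-based background at the same positions had a median of 1.33 reads (95% interval, 1.25 to 1.48). The CIC library was 1.29 times as deep as the IgG library. At this depth the genome-wide mean was 1.17 CIC reads per 156 bp, the fragment length found from the same values. The intervals on reads cover counting error only, because sequencing reads without molecular identifiers are not independent molecules.

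**Figure D1:**
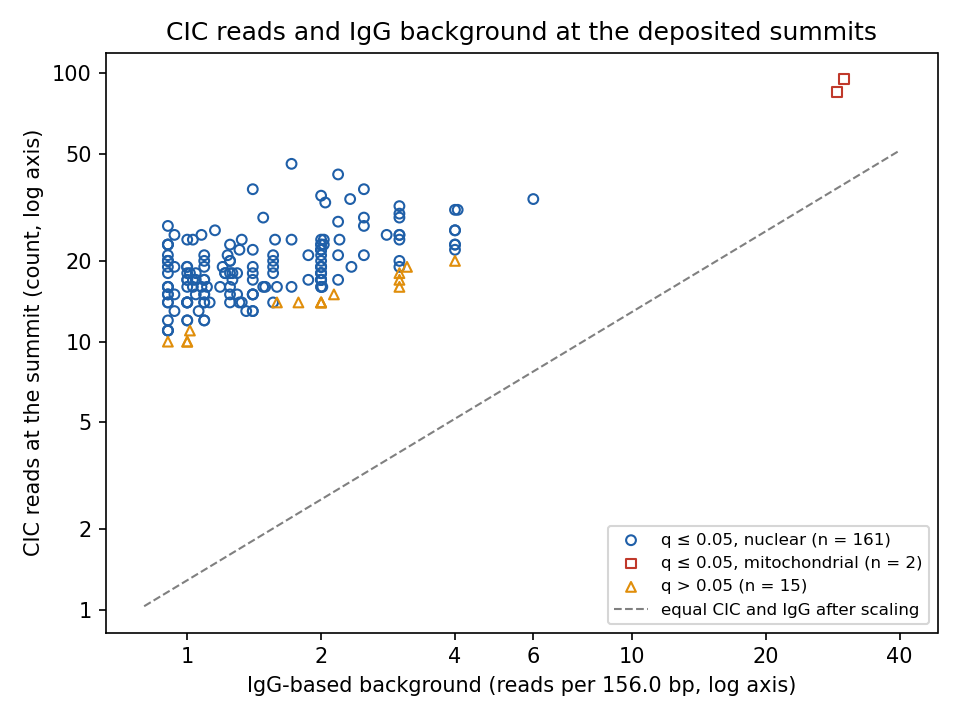
Number of CIC reads at the summit (log axis) against the IgG-based background in reads per 156 bp (log axis) for all 178 deposited regions, 1 point per region, with the dashed line marking equal CIC and IgG reads after scaling for depth. The 161 nuclear regions with a q-value of 0.05 or less had 11 to 46 CIC reads, the 2 mitochondrial regions had 85 and 95, and the 15 regions with a q-value above 0.05 had 10 to 20.

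The median fold enrichment over the 163 regions was 6.13 (95% interval, 5.93 to 6.45), and the quartiles were 5.14 and 7.18. This fold is the authors' value and adds 1 to both the CIC reads and the background. Without that addition the median ratio of CIC to background was 9.94, a setting chosen after the data were seen. A fold enrichment of 5 or more was found for 130 regions and of 10 or more for 5 regions. For all 163 regions the exact 95% interval of the ratio without the addition lay above 1, and the lowest lower bound was 1.38. The calling of peaks selects regions for such an excess, so this does not set the 163 apart. Among the regions with a q-value above 0.05 the lowest lower bound was 1.10.

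The background of a region was the highest of several estimates, and the source of that estimate set its precision. It came from the 156 bp around the summit in 48 regions and from the genome-wide rate in 19. In 40 regions it came from 10 kb. In the remaining 56 it was a value that a count over 1 kb or over 10 kb can both give, and it was read as 1 kb, which rests on fewer reads and gives the wider interval. The 47 nuclear regions with a background from the summit rested on 1 to 6 IgG reads. The counting error of the IgG reads was included in an exact binomial test on unscaled CIC reads (one-sided, added after the data were seen), for the 144 regions whose background had an IgG read count. Of these, 89 were at or below the highest deposited p-value of the list, 8.04e-07. With the background taken as known, the same reads put all 163 regions there. That limit came from these same 163 regions, so the 163 follows largely from the choice of limit. The 89 were 1 of the 48 regions with a background from the summit, 48 of the 56 read as 1 kb and 40 of the 40 from 10 kb. With the 56 read as 10 kb, the number was 97 of 144. The 19 regions at the genome-wide rate have no such count and were not tested for it. For the nuclear regions with 1 to 6 IgG reads at the summit, the limit of 8.04e-07 was mostly out of reach. With 1 IgG read, the most CIC reads was 24, on chromosome 18 from 19747120 to 19748318. That region had p = 1.20e-05 in the binomial test. Missing the limit there does not argue against an excess of CIC reads. All 144 had a p-value of 0.05 or less in that test, but the calling of peaks selects for such an excess.

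The region with the highest fold enrichment lay on chromosome 7 from 13959750 to 13960262. Its fold enrichment was 13.5, with 46 CIC reads at the summit (exact Poisson 95% interval, 33.7 to 61.4) over a background of 1.72 reads and a q-value of 4.35e-25. The second, on chromosome 7 from 14020682 to 14021008, had a fold enrichment of 12.3 and 37 CIC reads (95% interval, 26.1 to 51.0). The third, on chromosome 15 from 99164359 to 99164928, had a fold enrichment of 11.5 and 27 CIC reads (95% interval, 17.8 to 39.3). The fourth, on chromosome 7 from 14030949 to 14031368, had a fold enrichment of 10.5 and 42 CIC reads (95% interval, 30.3 to 56.8). These 3 regions of chromosome 7 fell within 71619 bp. The intervals of the ratio without the added 1 overlapped for all 4 regions under either reading of the background, so their order by fold was not resolved at this depth.

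The other 6 of the 10 regions with the highest fold enrichment had values of 9.81 to 10.5. Of these, 3 lay on chromosome 15, from 69135810 to 69136509, from 37400020 to 37402044 and from 37402275 to 37403054. The remaining regions were on chromosome 2 from 118980253 to 118981877, on chromosome 12 from 4376299 to 4378050 and on chromosome 8 from 77586630 to 77587670. Over the 10 regions the ratio without the added 1 was 14.9 to 23.1. When the 163 regions were ranked by that ratio, 8 of the 10 were among its first 10. By p-value the number shared was 5.

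**Figure D2:**
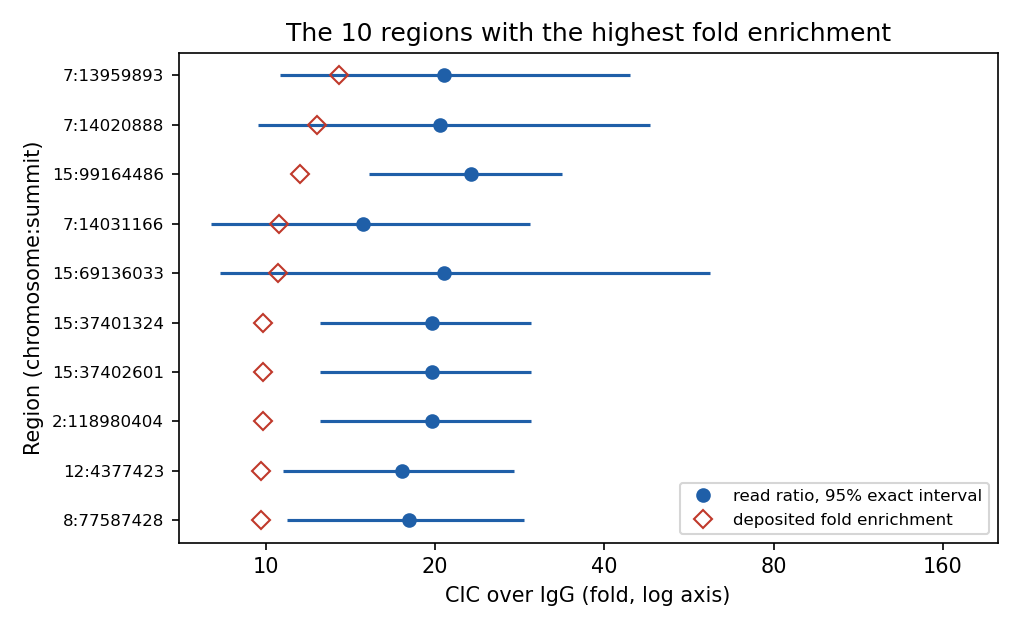
CIC over IgG at the 10 regions with the highest fold enrichment, in fold on a log axis, 1 line per region named by chromosome and summit position. Filled points are the ratio of scaled CIC reads to background with its exact 95% interval (backgrounds open to 1 kb or 10 kb read as 1 kb), which runs from a lowest bound of 7.98 to a highest of 61.7, and open diamonds are the deposited fold enrichment of 9.81 to 13.5.

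To ask whether the regions were spread evenly over the genome, the share of regions on each chromosome was compared with its share of annotated genes (exact two-sided binomial test, Benjamini-Hochberg adjusted over 25 chromosomes including the mitochondrial one). Of these, 7 had an adjusted p-value under 0.05. Chromosome 7 held 27 regions, or 16.6% (exact 95% interval, 11.2 to 23.2%), where its 5.13% of genes gave 8.36 (adjusted p = 1.93e-06). In the same exact test, more regions than the share of genes gave were also found on chromosome 2 with 21 against 11.6 (adjusted p = 0.0307), on chromosome 8 with 15 against 6.68 (adjusted p = 0.0296) and on the mitochondrial chromosome with 2 against 0.101 (adjusted p = 0.0296). Fewer were found, in the same exact test, on chromosome 4 with 1 against 7.43 (adjusted p = 0.0307), on chromosome 19 with 1 against 7.37 (adjusted p = 0.0307) and on chromosome X with 0 against 6.39 (adjusted p = 0.0296). The test counts each region as independent, while the 2 mitochondrial regions lay within 523 bp. The share of genes also takes no account of how many copies of a chromosome the cells held. The counts on chromosome X and on the mitochondrial chromosome thus do not show that CIC avoided or preferred them. Chromosome X also held a deposited region with a q-value of 0.199, above the limit of the list. With the share of protein-coding genes, a setting chosen after the data were seen, chromosome 4 was not past 0.05 (adjusted p = 0.0647 in the exact test) and chromosome 9 was, with 13 against 6.32 (adjusted p = 0.0466). When regions within 1 Mb of each other were joined, an alternative added after the data were seen, 104 groups were left and no chromosome had an adjusted p-value under 0.05, while 3 had an unadjusted p-value under 0.05.

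**Figure D3:**
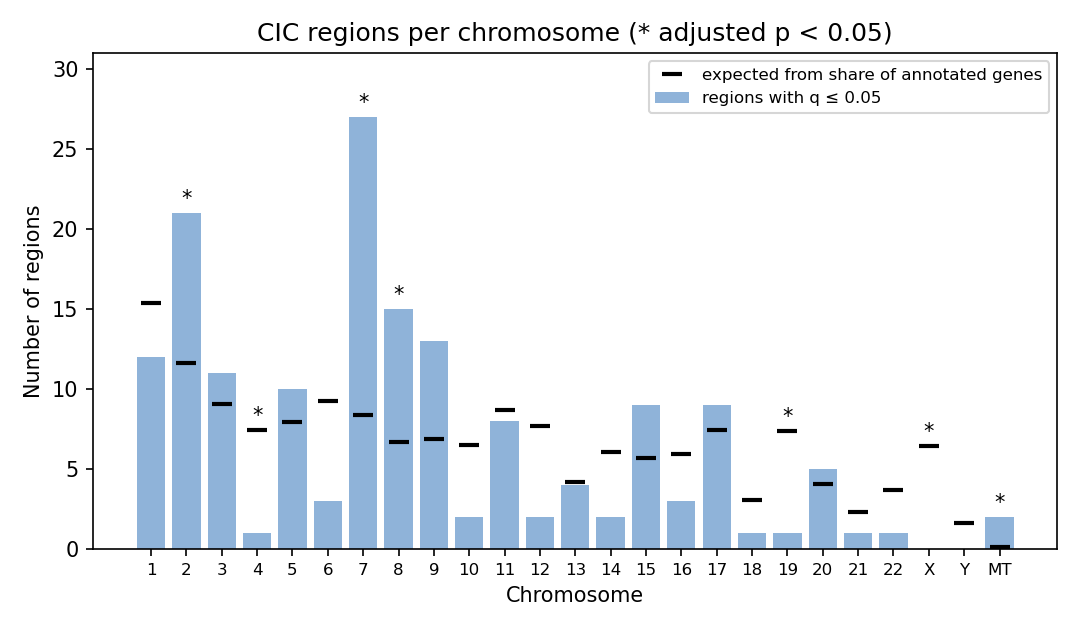
Number of CIC regions with a q-value of 0.05 or less on each chromosome (bars, 163 regions in all), with dashes for the number its share of annotated genes gives and asterisks for an adjusted p-value under 0.05 in the exact binomial test. Chromosome 7 stands highest with 27 regions where 8.36 were given by its genes.

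Regions lay close to each other more often than random placement gave. Of the 163 regions, 90 (55.2%) had another within 1 Mb, where 10000 random placements along the same chromosomes gave a median of 32 and a 97.5th percentile of 45 (one-sided permutation p = 0.0001, the smallest these placements can give). Within 100 kb the number was 68, where the placements gave a median of 4 (permutation p = 0.0001). Part of this came from neighbouring calls, since 45 regions fell into 21 sets with gaps of 1 kb or less. With those joined, 56 of 139 had another within 1 Mb, where the placements gave a median of 21 (permutation p = 0.0001). The placements were uniform between the outermost regions and took no account of gaps, genes or repeats. Regions that follow any of these would also lie closer than such placements give. The test therefore does not tie the grouping to CIC, and whether problem regions were filtered was not stated.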

Values the study reported

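The study reported 178 CIC peaks in PNT2 at a false discovery rate of 0.05 or less, which it assigned to 130 genes. It placed 38.6% of these peaks in promoters, 1.14% in untranslated regions, 19.9% in introns and 38.64% in distal intergenic sequence. By the deposited q-values, not all of the 178 listed regions met a false discovery rate of 0.05.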

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

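The tests in this part were all chosen after the values were seen. The deposited list held 15 regions with a q-value above 0.05, from 0.0512 to 0.466, which the main list of the report left out. An excess of CIC reads over background does not set them apart, since the calling of peaks gives it to every deposited region. Their fold enrichment was 3.30 to 4.73, with 10 to 20 CIC reads at the summit. Of the 15, the region at the genome-wide rate argues against a selection of the list on a q-value of 0.05. It had a q-value of 0.199 at the lowest background, which no neighbouring position could go below. Those with a background from 10 kb had q-values of 0.0512 to 0.120, and the region open to 1 kb or 10 kb had 0.0564. These and the regions with a background from the summit do not decide this, since a neighbouring position could have a lower background. A candidate explanation is a selection on an unadjusted p-value of 1e-05. Of the 178 regions, 175 had a summit p-value at or below that limit, including 12 of the 15. The 3 exceptions reached 1.61e-05 at most, and all 3 had a background set by the IgG reads at the summit itself, where a neighbouring position could have a lower background. A background from the summit was found in 32.0% of all 178 regions. No setting of the peak caller was read, so the limit is inferred from the values. No biological explanation was tested, because the design holds 1 CIC library.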

How the results depend on the processing

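Of 37 alternative values computed, 31 kept their call or stayed within the limits set for change, 5 moved and 1 lost its significance. The limits were wide, since a fall from 163 to 116 regions and from 7 to 5 chromosomes stayed within them. The 31 is therefore not a close measure of stability. The alternatives on IgG counting error, the added 1, joining within 1 Mb, joining within 1 kb for clustering, protein-coding genes and all deposited regions, and every alternative on medians or on chromosome 7, were chosen after the data were seen. Counting every summit on its own moved nothing, because each region has 1 summit, and says nothing about stability.

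The number of regions was 163. It was 82 at a fold enrichment at or above the median, which removes regions by construction. It was 108 in the exact test with IgG counting error, or 116 with the 56 open backgrounds read as 10 kb. Both include the 19 regions at the genome-wide rate, which pass by construction. The loss fell mostly on regions whose background rests on the reads at the summit. Few IgG reads leave the test little power there, so the lower counts do not show a lack of enrichment. The other alternatives for this count gave 139 to 178. The median fold enrichment of 6.13 became 9.94 without the added 1, which weighs on low backgrounds by construction. Under the other alternatives it was 6.02 to 6.28. The median number of CIC reads stayed between 18 and 20.

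The number of chromosomes with an adjusted p-value under 0.05 was 7. It was 1 at a fold enrichment at or above the median, where fewer regions were tested, and 0 with regions within 1 Mb joined, where 3 chromosomes had an unadjusted p-value under 0.05. The same chromosomes were not called throughout. With protein-coding genes the number was again 7, of which 6 were shared, with chromosome 4 lost and chromosome 9 gained. Chromosomes 4 and 19 were lost at a q-value of 0.01, chromosome 2 with all deposited regions, and the mitochondrial chromosome where it was left out. On chromosome 7 the 27 regions became 11 joined groups (exact binomial test, adjusted p = 0.312), and the excess was not past the threshold. In the other alternatives for chromosome 7 the adjusted p-value was 6.4e-08 to 0.0239 in the exact binomial test. The number of regions with another within 1 Mb was 90 where random placement gave a median of 32. It was 77 against 26 at a q-value of 0.01, 31 against 11 at a fold enrichment at or above the median, 88 against 30 on chromosomes 1 to 22 and X, 102 against 38 with all deposited regions and 56 against 21 with regions within 1 kb joined. Within 100 kb it was 68 against 4. The permutation p-value was 0.0001 in each of these, the smallest the placements can give, so it does not rank them.

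No paired analysis was possible because each group holds 1 library. The alternatives set beforehand for promoters, CIC motifs, GGAA sites, nearest genes, the fixed list of genes and repeats were not run. Depth limits the ranking of regions, since the intervals of the ratio overlap among the 4 regions with the highest fold.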

Other observations

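In this part, the tests on background at chromosome 7, on the mitochondrial regions, on background and width, and on shared values were chosen after the results were seen. The tests on joined groups and on reads among the taller regions were set before their results were seen.

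Chromosome 7 held 27 regions where its genes gave 8.36. Neighbouring regions counted one by one may account for part of this. Joined within 1 Mb, chromosome 7 had 11 groups where its genes gave 5.33 (exact binomial test, unadjusted p = 0.0220, adjusted p = 0.312). The number of units also fell to 104, so the test had less power, and a smaller excess stays open. Extra copies of the chromosome could raise reads in both libraries. The median background was 1.58 on chromosome 7 and 1.25 on the other autosomes, a difference of 0.328 (permutation p = 0.0563, adjusted p = 0.162 over 7 comparisons). Among regions with a background from 10 kb or the genome-wide rate, the medians were 1.33 over 10 regions and 1.03 over 49 (permutation p = 0.00443, adjusted p = 0.0310). Over groups of neighbours they were 1.58 over 11 and 1.19 over 92 (permutation p = 0.0925, adjusted p = 0.162). The medians of background went the same way in all 3 comparisons, and only the second passed 0.05, where neighbouring regions are not independent and backgrounds open to 1 kb or 10 kb are left out. The CIC reads did not follow in that set, with medians of 17 on chromosome 7 and 17 on the other autosomes (permutation p = 1, adjusted p = 1). Over all regions the medians of CIC reads were 21 and 18 (permutation p = 0.0710, adjusted p = 0.162). The result was mixed, so these values neither show nor exclude a higher copy number. The 24 regions up to 65112318 all had a background of 1.23 or more, and 2 of the 3 regions from 130419797 on had the genome-wide rate. This split at the widest gap was chosen after the values were seen and was not tested.

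The 2 mitochondrial regions had fold enrichments of 2.24 and 2.41, below the lowest value of 3.61 among nuclear regions with a q-value of 0.05 or less. Among the deposited regions with a higher q-value the lowest was 3.30. A candidate explanation is high read depth, at which a small ratio passes. They had 85 and 95 CIC reads, where the nuclear maximum was 46, and backgrounds of 28.9 and 30, where the nuclear maximum was 6. Whether the CIC protein was at mitochondrial DNA was not tested.

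Wide regions had more CIC reads at the summit. Across the 161 nuclear regions, which are not independent replicates, Spearman's rho of width and reads was 0.394 and Pearson's r was 0.284 (permutation p of rho = 1e-05, the smallest possible, adjusted p = 2e-05 over 4 relations). The rho of width and background was 0.00938 (permutation p = 0.906), which decides nothing here, since the background does not enter the count of CIC reads. Taller summits may give wider regions. Among the 80 regions above the median reads rho was 0.211 (permutation p = 0.0615, adjusted p = 0.0820) and Pearson's r was 0.0277. Keeping only those regions narrows the range of reads and lowers both by construction, so these values do not argue against that explanation. The 10 widest nuclear regions had 20 to 34 CIC reads, with a median of 23.5, and all 10 were above the nuclear median of 18. Of these, 1 was among the 10 with the most reads, where chance gives 0.621. Whether width follows height among the taller regions stays open.

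Of the 178 regions, 65 shared both fold enrichment and p-value to every digit with another region. Whole read counts over a few background levels are a candidate explanation, since all 178 regions solved to whole CIC reads on such a background. Equal values can thus arise from small counts. They are no sign that regions were listed more than once, as all 178 positions were distinct.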
